A study of Mus musculus with 6 samples. Its data were reported in "DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function" (2025).

How the data were processed

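The sequenced material was total RNA of FAC-sorted tdTomato-positive cells from the cortex of Sst-Cre/tdTomato mouse embryos (control) and of embryos that also carried floxed Dnmt1 alleles (Dnmt1 KO), collected at embryonic day 14.5. There were 3 libraries per genotype. Groups and replicate numbers were taken from the sample titles. According to the study's methods, RNA was extracted from the sorted cells, ribosomal RNA was depleted, and libraries were made with a stranded total RNA kit for very low input. Whether molecular identifiers were used in counting is not given in the sources used here, so counting errors below assume independent reads.

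The submitters' processing notes name Trim Galore 0.6.10, STAR 2.7.11b, Salmon 1.10.3, R 4.3.3, DESeq2 1.42.1 and the GRCm39 genome. The study's methods give other versions of these tools and of R. The gene signal used here is the authors' deposited table of normalized counts, in which gene counts were divided by 1 size factor per library with DESeq2. It lists 57132 genes without a filter on abundance. The authors' deposited table of differential expression gives log2 fold changes of KO over control with standard errors, p-values and adjusted p-values for a filtered set of genes. Deposited Gene Ontology tables hold p-values of over-representation among called genes, and a ranked-list table holds a normalized enrichment score per term. These were used only to describe the authors' own calls.

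Within each library every normalized value was a whole multiple of 1 step (100% of values, tolerance 0.001), so read counts were recovered by dividing by that step. The recovered reads summed to between 7154043 and 10089981 per library. The step was worth between 0.740 and 1.23 normalized counts. A count of 0 allows up to 3 reads, which is a value of 2.22 to 3.70 normalized counts per library, for counting error only. All pairs of libraries of a group differed by more than sampling noise, with a chi-square per gene of 3.48 to 12.7, so no pair was merged. Libraries prepared on their own differ by more than this in any case, so it does not show that the 6 are biological replicates. The biological coefficient of variation was 13.5% among control and 8.44% among Dnmt1 KO libraries (edgeR). The first principal component held 57.5% of the variance and separated the groups, and the second (13.6%) set control replicate 1 apart.

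Genes with a mean normalized count of at least 10 over the 6 libraries were tested (14126 genes). Values were transformed as log2(normalized count + 1) and fitted with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) in R 4.3.3, with group as the only term. Tests were two-sided, p-values were adjusted with the Benjamini-Hochberg method, and an adjusted p under 0.05 was called. Fold changes are on this scale, which understates changes of low genes. Because the deposited values are normalized rather than raw counts, edgeR and DESeq2 were run only as alternatives on the recovered reads. Gene positions, biotypes and lengths came from GENCODE M39 on GRCm39, in which 0.879% of the listed genes were missing. The study lists an Ensembl and a GENCODE release among its resources without saying which, if either, was used for these counts.

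The 32 gene lists covered interneuron regulators, GABA synthesis and release, migration receptors, Eph and ephrin genes, genes the study names for cortex and basal telencephalon, chromatin regulators, DNA methylation, imprinted and germline genes, glutamate receptors, channels, adhesion, cell cycle, histones, p53 targets, immediate early genes, ribosomal proteins, respiration, the mitochondrial genome, sex-linked genes and markers of 11 other cell types. They were tested against all other genes with camera at a preset inter-gene correlation of 0.01, adjusted over the 32 lists. Camera with an estimated correlation and fry were alternatives. Genes with a body over 100 kb were tested with camera in the same way. Shares of reads per RNA class were compared by an exact two-sided permutation test over 20 assignments, for which the smallest p is 0.1.

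Genes named in the text were chosen by a rule. It takes Dnmt1, Sst and the cortex genes the study names, and the 15 largest gains and 15 largest losses among called genes with a mean of at least 50, groups that do not overlap and a symbol that is not a clone name. It adds up to 4 members with the smallest p of each list and the most abundant member of each list of another cell type. Some genes that the rule names, and a test that needs one such gene, are not reported here. Genes outside the rule are said to be chosen after their values were seen. The test, lists, rule and alternatives listed next were set before the data were examined, but some of the study's calls in these samples, H19 among them, had been seen in its supplement before the lists were fixed. All fits were tested on simulated data: counts were drawn for 13982 genes of the comparison of Dnmt1 KO with control from the real means, and 200 genes were changed. limma recovered 0% of genes changed 1.25-fold, 30% at 1.5-fold, 86% at 2-fold and 100% at 4-fold (50 genes each), and called 4 of 13782 unchanged genes. DESeq2 recovered 6% at 1.25-fold. The simulation gave every gene the same dispersion and changed far fewer genes than were called in the real data. These rates need not hold there.

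Alternatives were edgeR 4.0.16, DESeq2 1.42.0 and limma-voom on recovered reads; scaling by total reads, by TMM factors and by quantiles; pseudocounts of 0.5 and 5; no filter on low values and a minimum mean of 50; protein-coding genes only; robust eBayes; the replicate number as a block; length limits of 50 and 200 kb; and leaving out each library. After the data were seen, fits without genes of the X and Y chromosomes, without short noncoding RNA, ribosomal RNA and histone genes, and with size factors from protein-coding genes were added, as were 7 lists of other brain regions, head mesenchyme and X-linked genes that escape inactivation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.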

Results

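Total RNA was sequenced from tdTomato-positive cells that had been sorted by fluorescence from the cortex of mouse embryos at E14.5. Sst-Cre marks the somatostatin lineage, inhibitory interneurons that are born in the medial ganglionic eminence and migrate tangentially into the cortex. In the Dnmt1 KO group the same Cre also deletes a floxed part of Dnmt1, the maintenance DNA methyltransferase. Each group had 3 libraries, so 6 libraries entered the comparison. The recovered reads amounted to 7154043, 9444781 and 8235290 in control replicates 1, 2 and 3, and to 7323813, 7733979 and 10089981 in Dnmt1 KO replicates 1, 2 and 3. Between 21316 and 22792 genes were detected per library. The study describes RNA isolated from cells that were pooled over several embryos of a genotype, and 3 samples of each genotype that were processed on their own. The libraries of a genotype may therefore share 1 pool, and the sources used here do not say whether they came from different embryos. The p-values below therefore measure the spread between these libraries, which may be technical.

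The comparison asks which transcripts depend on DNMT1 in these interneurons while they migrate through the cortex. The targeted gene was examined first. Dnmt1 (chromosome 9, 20817945 to 20871184 on the minus strand, GRCm39) was at 2303 ± 94.0 normalized counts in Dnmt1 KO and 2768 ± 244 in control (SD, n = 3 each). It fell by 0.26 on the log2 scale (SE 0.07, adjusted p = 0.0218, limma), and every Dnmt1 KO library lay below every control library. Reads from outside the floxed part still count toward the gene, so this value does not measure how many cells had recombined. Cell cycle genes fell in the same libraries (median log2 fold change -0.50), and a part of dividing cells in the Dnmt1 loss was not tested. At the protein level the study reported reduced DNMT1 immunostaining in tdTomato-positive cells at this age. The Dnmt1 call held in 17 of 22 alternatives here. Leaving out a library lowers the number of calls by construction. The call was lost at log2 fold changes of -0.20 without control replicate 1 (adjusted p = 0.0574), -0.24 without Dnmt1 KO replicate 2 (adjusted p = 0.0848) and -0.25 without Dnmt1 KO replicate 3 (adjusted p = 0.0926). It was also lost after scaling by total reads (log2 fold change -0.0039, adjusted p = 0.972) and after quantile normalization (log2 fold change -0.15, adjusted p = 0.0901).

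Sex-linked transcripts differed between the groups. Of 6 tested sex-linked genes 4 were higher in Dnmt1 KO, namely the Y-linked Kdm5d, Eif2s3y, Ddx3y and Uty, of which Uty was chosen after its values were seen. The same 4 passed when adjusted over the list alone. Kdm5d was at 183 ± 14.2 normalized counts in Dnmt1 KO and 67.6 ± 12.6 in control (SD, n = 3 each). Xist, the RNA that coats the inactive X chromosome in female cells, fell by 0.51 (SE 0.06, adjusted p = 9.95e-05) and was also lower when adjusted over the list alone. Tsix, the antisense partner of Xist, was chosen after its values were seen and had a log2 fold change of 0.34 (adjusted p = 0.76). The list passed the set test (camera adjusted p = 0.0218) but not with an estimated correlation (adjusted p = 0.445), and not without Dnmt1 KO replicate 1 (camera adjusted p = 0.0546), with a minimum mean of 50 (camera adjusted p = 0.181) or after scaling by total reads (camera adjusted p = 0.194). Of all changed genes, 3.83% lay on the sex chromosomes, against 3.61% of tested genes.

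Of 14126 tested genes, 1079 were higher and 1638 were lower in Dnmt1 KO, 2717 in all. Losses were larger than gains: 45 genes rose and 798 genes fell by at least 2-fold. Short noncoding and ribosomal RNA genes weigh on this difference, since 477 of 576 tested were lower, with a median log2 fold change of -1.90. The 2-fold counts were not made without them. The groups did not overlap for 36.7% of tested genes, where chance gives 10%. Among protein-coding genes the directions were almost even, with 1044 higher and 1033 lower. Higher genes made up 39.7% of the changed genes. This share depended on the scaling and was 82.6% after scaling by total reads (5046 higher, 1061 lower) and 51.5% after quantile normalization (1452 higher, 1369 lower). Scaling by total reads moved the median log2 fold change of all genes from 0.02 to 0.27, and changes are given relative to the authors' size factors below. With it the limma calls of Dnmt3a, Kdm5c, Kmt2d, Vim, Lmo3, Elavl2, Insm1, Jun, Nhlh2, Pdgfra, Crabp2, Hbb-bt and Neurog2, all lower, were lost, while Sst, Reln, Tet2, Tubb3, Kdr and Bcl11b passed as higher. Fewer genes were higher without Dnmt1 KO replicate 2 (569) or without Dnmt1 KO replicate 3 (531), and without the latter 1766 genes were changed.

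Among called genes with a mean of at least 50 the largest loss was that of Tcf7l2, a Wnt effector abundant in the thalamus. It was at 48.9 ± 16.6 normalized counts in Dnmt1 KO and 1130 ± 39.7 in control (SD, n = 3 each). Its log2 fold change was -4.55 (SE 0.18, adjusted p = 4.01e-08). The axon guidance genes Ntng1 (log2 fold change -3.80) and Ntn1 (-3.46) fell, as did the transcription factors Zfhx3 (-3.61), Ebf1 (-2.84) and Nkx2-1 (-2.83) and the imprinted Dlk1 (-2.97). The remaining 8 of the 15 largest losses were copies of 5S ribosomal RNA (n-R5s211, n-R5s102, n-R5s33, n-R5s88, n-R5s151, n-R5s25, n-R5s120 and n-R5s194). Their log2 fold changes ranged from -3.94 for n-R5s211 to -2.78 for n-R5s194. These copies are nearly identical in sequence, so reads can be split between them. For n-R5s211 the control SD exceeded the mean (807 ± 1285), and the values are uncertain. Control replicate 2 carried much of the difference: without it the log2 fold change was -2.22 for n-R5s211, -2.09 for n-R5s88, -2.21 for n-R5s102 and -1.89 for n-R5s194, and all 8 copies kept their calls. With robust eBayes in limma all of these copies but n-R5s120 lost their calls (adjusted p = 0.226 for n-R5s211), and with limma-voom 5 of them did (n-R5s211, n-R5s102, n-R5s33, n-R5s88 and n-R5s151). The call was lost for n-R5s102 without Dnmt1 KO replicate 1 (adjusted p = 0.0792) or replicate 2 (adjusted p = 0.0563), and for n-R5s211 without Dnmt1 KO replicate 3 (adjusted p = 0.0729).

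The 15 largest gains were smaller. They included the Y-linked Ddx3y (log2 fold change 1.46) and Kdm5d (1.43), and the transcription factors Npas1 (1.26), Zbtb16 (1.00) and Tshz3 (0.93). Npas1 was at 233 ± 44.0 normalized counts in Dnmt1 KO and 95.6 ± 13.5 in control (SD, n = 3 each). Others were Spry1 (122 ± 8.87 normalized counts in Dnmt1 KO, 51.3 ± 11.5 in control; SD, n = 3 each), an inhibitor of receptor tyrosine kinase signalling, Smad7 (1.02), an inhibitor of TGF-beta signalling, Rspo3 (1.11), which amplifies Wnt signalling, and Sulf1 (1.13), which edits heparan sulfate. Dpm2 (1.23), Ism1 (1.09), Gfpt2 (0.99), Nxph2 (0.98) and Arl4d (0.98) were also among them.

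More regulators of medial ganglionic eminence interneurons rose than fell in Dnmt1 KO. Of 25 tested regulators 15 were higher, 4 were lower and 6 did not pass, and 16 and 5 passed when adjusted over the list alone. Maf rose from 1115 ± 57.6 to 1875 ± 92.0 normalized counts (SD, n = 3 each). Cux2 rose with a log2 fold change of 0.61 (SE 0.06, adjusted p = 1.83e-05). The 4 lower members were Nkx2-1, Lhx8 (-3.45), Sp8 (-1.46) and Etv1 (-0.83), and Lhx8 and Etv1 were chosen after their values were seen. These pull the mean of the list to -0.03 while the median was 0.28 and the set test pointed up (camera adjusted p = 0.000215, adjusted p = 0.169 with an estimated correlation). The study had picked 10 of the 25 from these libraries, and of the other 15 members 5 were higher and 4 lower. In another list stand 18 of the 25, among them Sp8, which is also counted below with caudal ganglionic eminence interneurons. Markers of other cells fell in the same libraries, among them radial glia (median log2 fold change -0.62) and striatal projection neuron genes (-1.01). A different share of such cells was not told apart from changes within interneurons. Sst itself was at 3284 ± 153 normalized counts in Dnmt1 KO and 2978 ± 112 in control, a log2 fold change of 0.14 that did not pass (adjusted p = 0.134). It passed after scaling by total reads (log2 fold change 0.40, adjusted p = 0.000538) and after quantile normalization (0.24, adjusted p = 0.0114).

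**Figure D1:**
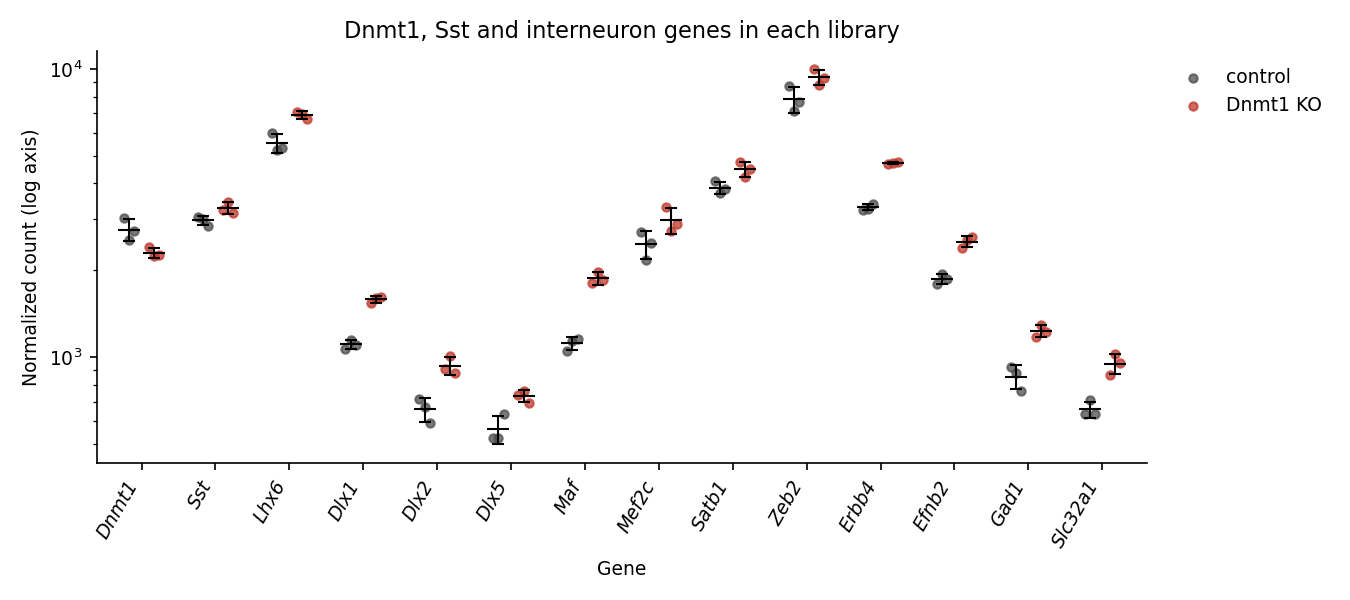
Normalized counts (log axis) of Dnmt1, Sst and 12 interneuron genes in the 3 control and 3 Dnmt1 KO libraries; points are libraries, short horizontal lines the group means and bars 1 SD. Maf shows the largest shift among the genes drawn, with a log2 fold change of 0.75, while Dnmt1 itself moved by a log2 fold change of -0.26.

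The 12 cortex genes that the study names all rose, and all 12 rose when adjusted over the list alone. The study chose them on these samples, so their direction is not independent evidence. Their median log2 fold change was 0.45 (camera adjusted p = 1.03e-10, adjusted p = 0.0563 with an estimated correlation). They included Maf, the homeobox genes Dlx1 (0.52), Dlx2 (0.50), Dlx5 (0.39) and Lhx6 (0.33), the neuregulin receptor Erbb4 (0.51), the guidance ligand Efnb2 (0.43), and Mef2c (0.28), Zeb2 (0.26) and Satb1 (0.22). The last 3 lost their calls without control replicate 2 (adjusted p = 0.146, 0.112 and 0.0927), without control replicate 3 (0.0758, 0.0920 and 0.0938), without Dnmt1 KO replicate 1 (0.169, 0.117 and 0.113) or without Dnmt1 KO replicate 3 (0.0975, 0.108 and 0.118). With edgeR the calls of Mef2c (adjusted p = 0.0621) and Zeb2 (adjusted p = 0.05001) were lost. That of Mef2c was also lost with limma-voom (adjusted p = 0.0510) and with TMM factors (adjusted p = 0.0532), and size factors from protein-coding genes, chosen after the data were seen, ended all 3 (adjusted p = 0.0931, 0.0753 and 0.0847). Of 19 genes that the study names for its basal telencephalon samples, 9 were higher here and 1, the Slit receptor gene Robo2 (-0.68), was lower, with 10 and 2 adjusted over the list alone. The 9 higher members are all among the cortex genes, which the study chose on these samples. Of the other 10 members 0 were higher and 1 was lower. This list passed camera (adjusted p = 0.00107, adjusted p = 0.0704 with an estimated correlation), but its upward direction is not independent evidence.

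Genes listed as interneuron migration receptors changed in both directions. The list also holds members that are not receptors, its most abundant gene among them. Of 33 tested members 9 were higher, 8 were lower and 16 did not pass, with 10 and 8 adjusted over the list alone. Nrp2, a semaphorin co-receptor, fell from 1581 ± 20.1 to 768 ± 61.2 normalized counts (SD, n = 3 each; log2 fold change -1.04). The Slit receptor Robo1 (-0.91) and the Eph receptors Epha4 (-0.77) and Ephb1 (-1.50) fell as well. Among 19 Eph and ephrin genes, 2 ligands rose, Efnb2 and Efnb3 (0.37), and 4 receptors fell, Epha4, Ephb1, Ephb4 (-0.73) and Epha6 (-1.28). Efnb3 and Epha6 were chosen after their values were seen, and the same counts held when adjusted over the list alone. Neither list passed camera (adjusted p = 0.758 and 0.552). The median of the migration list was 0.10 with an upward test while its mean was -0.16. Markers of other cells were lower in the same libraries, with a median log2 fold change of -0.62 for radial glia genes. The study describes EPHA4 in radial glia, so the receptor losses cannot be assigned to interneurons alone.

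Of 13 tested members of the list of GABA synthesis and release 5 were higher, none was lower and 8 did not pass over all genes, with 5 and 1 adjusted over the list alone. Gad1 and Gad2, the enzymes that make GABA, had log2 fold changes of 0.53 and 0.47, and Gad2 was chosen after its values were seen. The vesicular transporter Slc32a1 (0.52) and Dlx1as (0.38) also rose. Dlx1as, the most abundant member, is a noncoding RNA that overlaps Dlx1 on the opposite strand and does not itself make or release GABA. The list was not tested without Dlx1as. The list passed camera (adjusted p = 0.0039, adjusted p = 0.0872 with an estimated correlation).

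Glutamate receptors split, with 5 higher, 7 lower and 13 not passing of 25, and 5 and 8 adjusted over the list alone. The AMPA receptor subunit Gria1 (0.54), the metabotropic receptor Grm5 (0.65) and the auxiliary subunit Neto1 (0.75) rose, while the NMDA receptor subunit Grin3a (-1.16) fell. Grik3 (0.29) and Gria4 (0.28), chosen after their values were seen, completed the higher members. Of 34 voltage-gated channel genes 8 were higher and 3 lower, with 10 and 3 adjusted over the list alone. Kcnh3 (0.83), Cacng2 (0.67) and the sodium channel Scn3a (0.42) rose. The calcium channel genes Cacna2d1 (-0.79), Cacna1e (-0.44) and Cacna1c (-0.43) fell, and Cacna1e and Cacna1c were chosen after their values were seen. Among 49 neuronal adhesion genes 11 were higher and 16 lower, with 12 and 20 adjusted over the list alone. Elfn1 (0.81), Nxph2 (0.98) and Chl1 (0.50) rose and the cadherin Cdh4 (-0.93) fell. None of these 3 lists passed camera (adjusted p = 1.00, 0.187 and 0.262).

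Genes of the DNA methylation machinery that changed were lower. Of 21 tested members 3 fell, both over all genes and adjusted over the list alone. They were Dnmt1, the de novo methyltransferase Dnmt3a (log2 fold change -0.31, adjusted p = 0.00763) and Uhrf1 (-0.89, adjusted p = 2.32e-05), which recruits DNMT1 to replicating DNA. Uhrf1 is also expressed mainly in dividing cells, and cell cycle genes fell in the same libraries. Tet2 had a log2 fold change of 0.22 and did not pass (adjusted p = 0.0701). Scaling by total reads ended the Dnmt3a call (log2 fold change -0.05, adjusted p = 0.591) and brought Tet2 to 0.48 (adjusted p = 0.000513). Tet2 also passed after quantile normalization (adjusted p = 0.0439), among protein-coding genes only (0.0496), without control replicate 2 (0.0481) and without Dnmt1 KO replicate 2 (0.0305). Among 40 chromatin regulators 4 were higher and 8 lower, with the same counts adjusted over the list alone. Chd7 (-0.52), Kmt2d (-0.35), Kdm5c (-0.37) and Hdac9 (-0.79) were lower, and Kdm5c is X-linked. The 4 higher members, chosen after their values were seen, were Chd6 (0.28), Hdac5 (0.28), Hdac2 (0.21) and Ezh1 (0.37). Neither list passed camera (adjusted p = 0.658 and 0.336).

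Imprinted genes that changed were mostly lower. The study's call of 1 of them, H19, was known before the list was fixed. Of 37 tested members 15 were lower, 1 was higher and 21 did not pass, with 17 and 1 adjusted over the list alone. Peg10 fell from 669 ± 22.9 to 192 ± 22.1 normalized counts (SD, n = 3 each), a log2 fold change of -1.80 (SE 0.10, adjusted p = 1.56e-07). Peg3 (-0.87), Mest (-0.83) and Dlk1 (-2.97), which are expressed from the paternal allele, fell too. Markers of other cells were lower in the same libraries: radial glia genes had a median log2 fold change of -0.62, and a hypothalamic and preoptic list chosen after the data were seen, in which Dlk1 is the most abundant gene, one of -3.32. The single higher member, chosen after its values were seen, was the cyclin-dependent kinase inhibitor Cdkn1c (0.25). The median log2 fold change was -0.21, and 0.05 after scaling by total reads, under which the median of all genes was 0.27. The list passed camera (adjusted p = 1.94e-05, adjusted p = 0.0563 with an estimated correlation). Of 50 listed germline genes that DNA methylation normally silences, 7 reached the minimum mean and were tested, so the others are not covered. None of the 7 passed limma over all genes or adjusted over the list alone. Their largest log2 fold changes were 0.87 for Stag3 (adjusted p = 0.205) and -0.81 for Tex15 (adjusted p = 0.178), and the list did not pass camera (adjusted p = 0.658).

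Short noncoding RNAs made up a large part of the lower genes. Of 576 tested short noncoding and ribosomal RNA genes 477 were lower and 0 higher, which was 29.1% of all lower genes. Small nuclear RNA genes had a median log2 fold change of -2.22 (218 of 233 lower), small nucleolar RNA genes of -1.54 (170 of 225 lower) and nuclear ribosomal RNA genes of -2.61 (51 of 59 lower). The shares of reads moved with them. Protein-coding genes took 70.8% ± 0.110 of reads in Dnmt1 KO and 58.7% ± 1.85 in control (SD, n = 3 each; exact permutation p = 0.1, the smallest that 3 against 3 libraries can give). Small nuclear RNA took 1.72% ± 0.181 and 5.00% ± 0.375, the class with the 7SL and 7SK RNAs 9.29% ± 0.429 and 14.2% ± 1.11, and nuclear ribosomal RNA 8.005% ± 0.381 and 11.01% ± 2.21, in Dnmt1 KO and control. The exact permutation test gave p = 0.1 for each of these, and 0.175 after adjustment over 14 measures. The share of the mitochondrial genome was 6.70% ± 0.153 and 6.63% ± 0.496 (exact permutation p = 0.9).

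**Figure D2:**
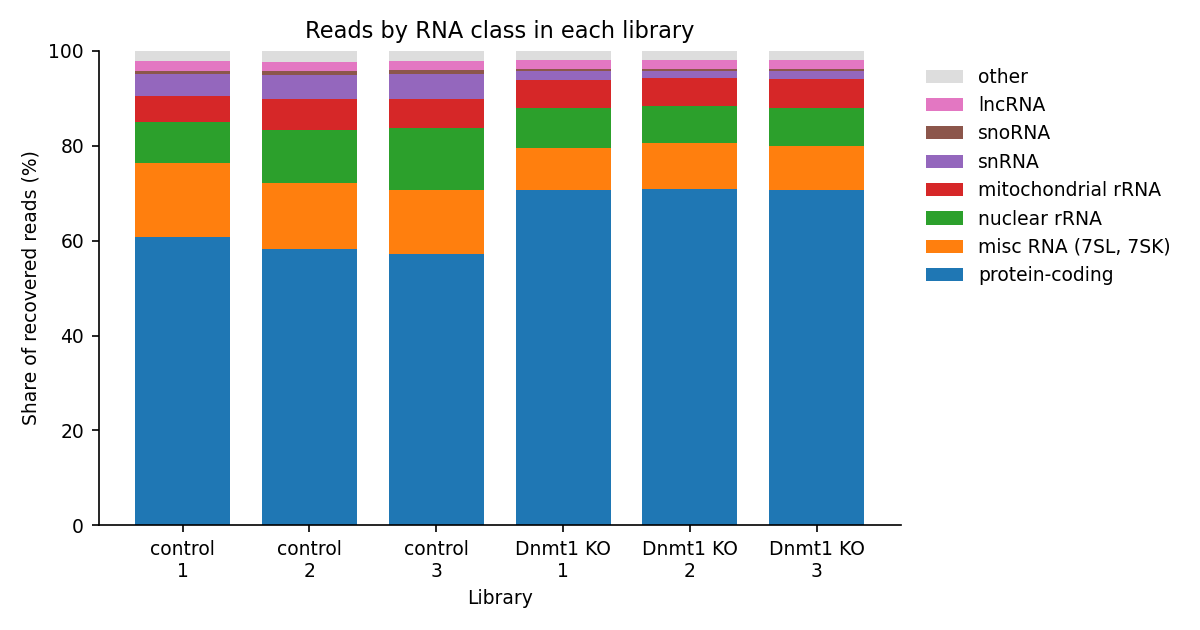
Share of recovered reads (percent) by RNA class in each of the 3 control and 3 Dnmt1 KO libraries; each bar is 1 library and its segments add up to all reads. The protein-coding segment lies between 57.2% and 60.8% in control and between 70.7% and 70.9% in Dnmt1 KO libraries.

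Most histone and cell cycle genes were lower. Of 66 replication-dependent histone genes 63 were lower and none higher, with 65 lower adjusted over the list alone. H2bc24 (log2 fold change -1.73), H4c1 (-1.61), H2bc22 (-1.87) and H4c2 (-1.46) had the smallest p-values. Histone genes are near-identical copies, so single members are uncertain. Their reads summed to 0.450% ± 0.0352 of each Dnmt1 KO library and 0.894% ± 0.0883 of each control library (SD, n = 3 each; exact permutation p = 0.1). Of 40 cell cycle genes 26 were lower and none higher, with 27 lower adjusted over the list alone, and the median log2 fold change was -0.50. The spindle gene Tpx2 (-0.83), cyclin D2 (Ccnd2, -0.69), topoisomerase Top2a (-0.63) and the proliferation marker Mki67 (-0.53) were among them. Both lists passed camera (adjusted p = 9.05e-59 and 1.56e-12), with adjusted p = 0.059 and 0.0563 with an estimated correlation. Radial glia genes fell in the same libraries (10 of 17 lower, median log2 fold change -0.62). A smaller share of progenitors was not told apart from a change within cells.

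Of 79 cytoplasmic ribosomal protein genes 34 were higher, 4 were lower and 41 did not pass, with 45 and 4 adjusted over the list alone, and the median log2 fold change was 0.19. Rpl13 (0.45), Rps23 (0.41) and Rpl35 (0.38) rose. The 4 lower genes, chosen after their values were seen, were Rpl35a (-0.25), Rps2 (-0.22), Rpl10a (-0.20) and Rpl6l (-0.34), a retrocopy. Of 79 nuclear genes of oxidative phosphorylation 14 were higher, none was lower and 65 did not pass, with 13 adjusted over the list alone. Cox6c (0.43), Cox5a (0.52), Atp5if1 (0.35) and Atp5f1e (0.44) rose. These lists passed camera (adjusted p = 1.66e-10 and 4.22e-06), with adjusted p = 0.059 and 0.0872 with an estimated correlation.

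Of 13 genes of the mitochondrial genome 4 were higher, with 6 adjusted over the list alone. They were mt-Cytb (log2 fold change 0.35), mt-Nd3 (0.41), mt-Co1 (0.21) and mt-Atp6 (0.19). The list passed camera (adjusted p = 0.00764), but not with an estimated correlation (adjusted p = 0.541) and not without control replicate 1 (camera adjusted p = 0.165) or with edgeR (adjusted p = 0.0549), nor with fry (adjusted p = 0.114). The calls of mt-Co1 and mt-Atp6 were both lost without control replicate 1 (adjusted p = 0.0804 and 0.0858), control replicate 3 (0.0704 and 0.0933), Dnmt1 KO replicate 2 (0.105 and 0.191) or Dnmt1 KO replicate 3 (0.0957 and 0.153). That of mt-Co1 was also lost without Dnmt1 KO replicate 1 (0.113), and that of mt-Atp6 without control replicate 2 (0.0669), with edgeR (0.0613), with TMM factors (0.0515) and without the filter on low values (0.0679). Size factors from protein-coding genes, chosen after the data were seen, ended both (adjusted p = 0.103 and 0.121). The call of mt-Nd3 was lost without Dnmt1 KO replicate 2 (0.0692) or replicate 3 (0.0545).

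Stress genes that changed went in both directions. Of 15 p53 target genes Plk2 (log2 fold change 0.52) was higher and Gtse1 (-0.89), a gene of dividing cells, and Cdkn1a (-1.39) were lower, also when adjusted over the list alone. The Cdkn1a call was lost without control replicate 1 (adjusted p = 0.155), Dnmt1 KO replicate 1 (0.126) or Dnmt1 KO replicate 2 (0.115), with the replicate block (0.0627), with limma-voom (0.0790) and after quantile normalization (0.0845). Rrm2b, at -0.58 (adjusted p = 0.0773), passed as lower without control replicate 3 (-0.80, adjusted p = 0.0176). Of 21 immediate early and dissociation stress genes Hspa1b (1.44) and Fos (0.61) were higher and Jun (-0.39) was lower, also when adjusted over the list alone. The Fos call was lost without control replicate 1 (adjusted p = 0.0538), control replicate 2 (0.0819), Dnmt1 KO replicate 1 (0.0879) or replicate 3 (0.118), and with DESeq2 (0.0729). That of Hspa1b was lost without control replicate 3 (0.0501) or any of Dnmt1 KO replicates 1, 2 and 3 (0.0578, 0.0729 and 0.0525). Neither list passed camera (adjusted p = 0.758 and 0.839), and the median of the p53 list was 0.04 with an upward test while its mean was -0.06.

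Some markers of progenitors and of other neurons were lower in Dnmt1 KO. Of 17 radial glia genes 10 were lower and 1, Sox2 (0.33, chosen after its values were seen), was higher, with 12 and 1 adjusted over the list alone. Nes fell from 2441 ± 97.3 to 1590 ± 40.5 normalized counts (SD, n = 3 each; log2 fold change -0.62), and Fabp7 (-0.67), Ptprz1 (-0.85), Pax6 (-1.16) and the abundant Vim (-0.38) fell as well. Of 12 striatal projection neuron genes 7 were lower, also adjusted over the list alone, among them Isl1 (-4.02), Ebf1 (-2.84), Meis2 (-1.17) and Foxp1 (-0.85). Bcl11b, the most abundant of them, had a log2 fold change of 0.04 (adjusted p = 0.708), and -0.0060 without control replicate 2. Of 12 Cajal-Retzius cell genes 5 were lower, with 6 adjusted over the list alone. They were Ebf1, Ebf3 (-2.33), Ebf2 (-1.98), Lhx1 (-1.55, chosen after its values were seen) and Nhlh2 (-0.66), whose call was lost without control replicate 3 (adjusted p = 0.0641) or Dnmt1 KO replicate 2 (0.0721). Reln, the most abundant member of this list, had a log2 fold change of 0.14 (adjusted p = 0.131), 0.40 after scaling by total reads (adjusted p = 0.000419) and 0.25 after quantile normalization (adjusted p = 0.00781). Of 18 excitatory neuron genes 9 were lower and 1, Neurod6 (0.30, chosen after its values were seen), was higher, with the same counts adjusted over the list alone. Nfib (-0.46), Tle4 (-0.76), Unc5d (-0.89) and Lmo3 (-0.43) fell, and the abundant Tubb3 had a log2 fold change of 0.09 (adjusted p = 0.292), and 0.31 after quantile normalization (adjusted p = 0.00281). The median of the excitatory list was -0.22, and 0.03 after scaling by total reads, which ended the call (camera adjusted p = 0.0557). The 4 lists passed camera (adjusted p = 5.27e-08, 2.72e-06, 0.00116 and 0.00694 in this order), with adjusted p = 0.059, 0.0563, 0.0872 and 0.169 with an estimated correlation.

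**Figure D3:**
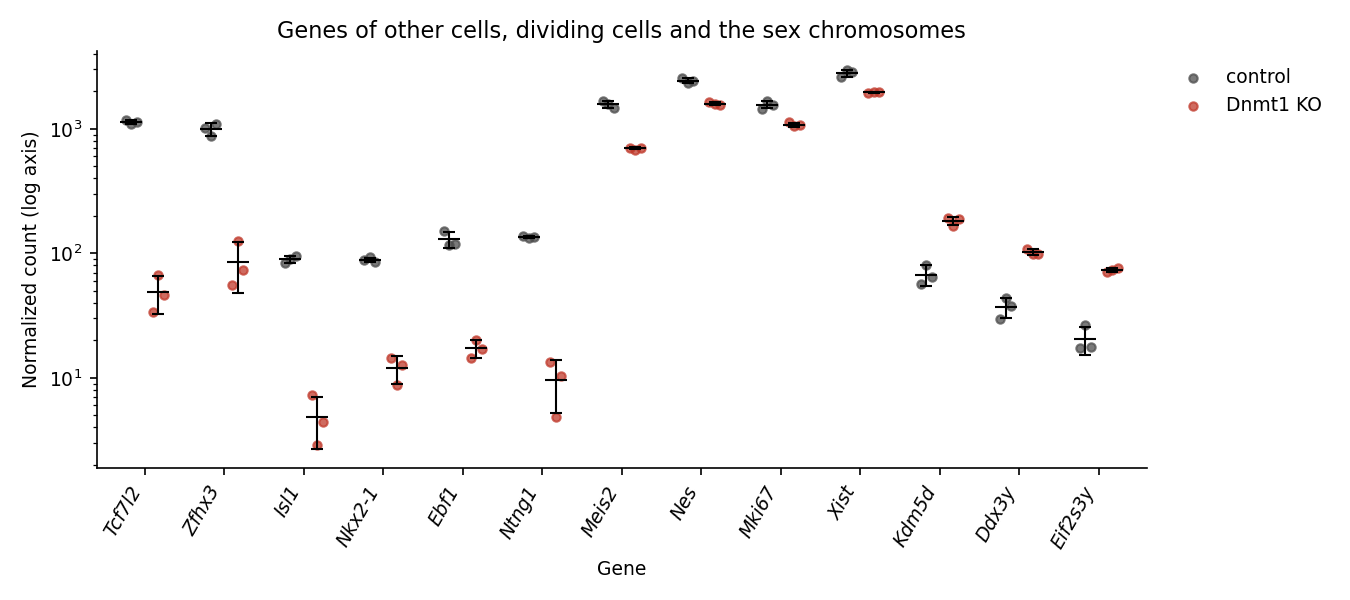
Normalized counts (log axis) of genes described above as lower (Tcf7l2 to Meis2), genes of progenitors and dividing cells (Nes, Mki67) and genes of the sex chromosomes (Xist to Eif2s3y) in the 3 control and 3 Dnmt1 KO libraries; points are libraries, short horizontal lines the group means and bars 1 SD. Nkx2-1 also stands in the list of interneuron regulators, and the cells that express these genes were not told apart. Tcf7l2 shows the largest shift of the 13 genes shown, with a log2 fold change of -4.55.

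Markers of further cell types gave no call for the list as a whole. Of 10 genes of caudal ganglionic eminence interneurons, Npas1 and Htr3a (log2 fold change 1.15, chosen after its values were seen) were higher and Adarb2 (-3.42), Prox1 (-1.89) and Sp8 (-1.46) were lower, with 3 and 5 adjusted over the list alone. Of 13 intermediate progenitor genes Mgat5b (0.44) was higher and Elavl2 (-0.39), the most abundant, Insm1 (-0.55) and Neurog2 (-0.29) were lower, with 1 and 4 adjusted over the list alone. The Neurog2 call was lost without any 1 of control replicates 1, 2 and 3 (adjusted p = 0.0861, 0.118 and 0.0679) or of Dnmt1 KO replicates 1, 2 and 3 (0.114, 0.0997 and 0.108). It was also lost with the replicate block (0.0690), DESeq2 (0.110), quantile normalization (0.0524), no filter on low values (0.0849) and robust eBayes (0.0506), and without short noncoding RNA and histone genes (0.0513), a fit chosen after the data were seen. Of 13 genes of pericytes and meningeal fibroblasts Igfbp2 (0.57), the most abundant, was higher and the collagen genes Col1a1 (-1.46) and Col1a2 (-0.78) and Crabp2 (-0.88) were lower, also adjusted over the list alone. The Crabp2 call was lost without control replicates 1 or 2 (0.136 and 0.0691) or Dnmt1 KO replicates 1, 2 or 3 (0.0554, 0.114 and 0.0835), and after quantile normalization (0.0927). Camera gave adjusted p = 0.341, 0.204 and 0.658 for these lists.

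Few blood, vessel and glial markers changed. Of 8 erythroid genes Hbb-bt (log2 fold change -0.47) was lower and none was adjusted over the list alone. Hbb-y had a log2 fold change of 0.44 (adjusted p = 0.227), and 0.70 after scaling by total reads (adjusted p = 0.0299), and Hba-a2, the most abundant, was at 252 ± 32.7 normalized counts in Dnmt1 KO and 246 ± 23.9 in control (SD, n = 3 each). The Hbb-bt call was lost without control replicates 1, 2 or 3 (adjusted p = 0.0530, 0.104 and 0.0703) or Dnmt1 KO replicates 1 or 3 (0.130 and 0.0729), and with DESeq2 (0.0622). Of 11 endothelial genes none passed limma over all genes or adjusted over the list alone, and Kdr, the most abundant, had a log2 fold change of 0.49 (adjusted p = 0.0862), and 0.64 without control replicate 2 (adjusted p = 0.0362). Tek, at 0.77 (adjusted p = 0.1005), passed as higher without control replicate 1 (1.00, adjusted p = 0.0459), after quantile normalization (0.95, adjusted p = 0.0487) and after scaling by total reads (1.02, adjusted p = 0.0177). Of 5 microglia and macrophage genes Mrc1 (1.69) was higher, also adjusted over the list alone, at 49.3 ± 5.17 normalized counts in Dnmt1 KO and 14.7 ± 2.39 in control. Of 5 genes of oligodendrocyte precursors Pdgfra (-0.78), the most abundant, was lower, also adjusted over the list alone. Its call was lost without control replicates 1 or 2 (0.0644 and 0.0675) or Dnmt1 KO replicates 2 or 3 (0.0658 and 0.103), with a log2 fold change of -0.51 without the last. Lhfpl3, at 0.57 (adjusted p = 0.115), passed as higher without control replicate 1 (0.78, adjusted p = 0.0394) and after scaling by total reads (0.83, adjusted p = 0.0147). Camera gave adjusted p = 0.827, 0.658, 0.358 and 0.996 for these lists, and the last had a median of 0.18 with a downward test and a mean of -0.04. Without the filter on low values this last list passed as lower (camera adjusted p = 0.00978).

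**Figure D4:**
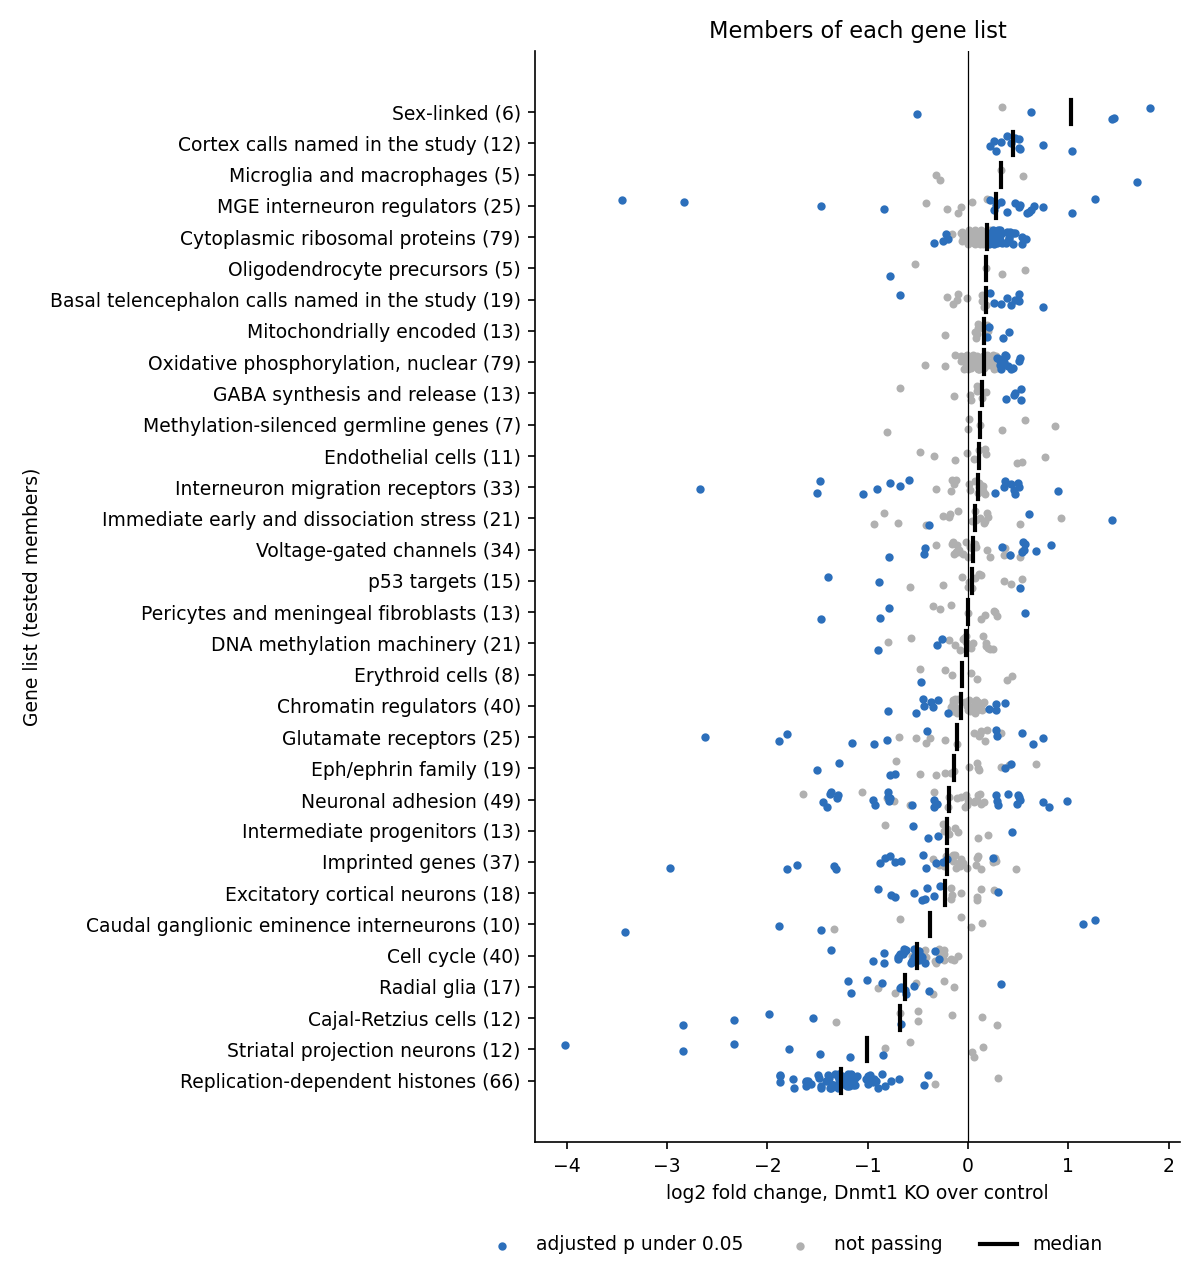
Log2 fold change of Dnmt1 KO over control for every tested member of the 32 gene lists, with the number of tested members after each name; blue points passed at an adjusted p under 0.05, grey points did not, and black bars are medians. Histone genes lie lowest, with a median of -1.27, and the sex-linked genes highest, with a median of 1.03.

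More long genes fell than rose. Of 2123 tested genes with a gene body over 100 kb, 175 were higher and 412 lower. These shares are 8.24% higher and 19.4% lower, against 7.64% and 11.6% of all tested genes. Their median log2 fold change was -0.09, against 0.04 for other genes (camera p = 0.0033, p = 0.0336 with an estimated correlation). The call was lost with a limit of 50 kb and after scaling by total reads.

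The authors' deposited table lists 17281 genes, with 725 called higher and 1496 called lower at an adjusted p under 0.05. Of these calls 2109 concerned genes tested here, and 2074 of them were also called here with the same direction (708 higher, 1366 lower) and 0 with the opposite one. A further 643 genes were called only in the fit used here. Across genes, which are not independent replicates, the log2 fold changes of both sources had a Pearson correlation of 0.990. In the authors' deposited tables of Gene Ontology terms, cytoplasmic translation led the higher genes (39 genes, adjusted p = 2.87e-26), followed by telencephalon development (31 genes, adjusted p = 1.82e-09) and neuron migration (25 genes, adjusted p = 2.23e-08). Both of the latter terms were also listed for lower genes in the authors' deposited table, with 55 and 39 genes. Among lower genes the authors' deposited table put forebrain development first (84 genes, adjusted p = 3.60e-38) and also held neural precursor cell proliferation (48 genes, adjusted p = 6.29e-23). In their ranked-list table, diencephalon development had a normalized enrichment score of -1.83 and ATP synthesis driven by the proton motive force one of 2.10 (the authors' deposited table).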

Values the study reported

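For cells sorted from the basal telencephalon at the same age, which are not analysed here, the study reported 1160 differentially expressed genes and 5271 differentially methylated regions. It counted 488 genes with both kinds of change. Of these, 279 were upregulated in knockout samples, and 101 of the 279 held a DNMT1 binding motif.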

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

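The fits without X and Y genes, without short noncoding RNA and histone genes and with protein-coding size factors were chosen after seeing the data. Over the alternatives that keep all 6 libraries, and apart from scaling by total reads, the number of changed genes stayed within 2301 and 2844 around 2717. Of 125 called named genes 96 kept direction and call under every alternative that tested them and 29 lost the call in at least 1. Among 3224 pairs of named gene and alternative, 109 lost a call, 21 gained one and 7 turned sign. Scaling by total reads gave 6107 changed genes (5046 higher, 1061 lower), a Dnmt1 log2 fold change of -0.0039 (adjusted p = 0.972, range over alternatives 0.0043 to 0.972) and a difference of long from other genes of -0.13, which was not called. It also turned Hbb-bs to 0.031 and the medians of 10 lists to above 0, since it moves the median of all genes. With quantile normalization Dnmt1 was at -0.15 (adjusted p = 0.0901). A limit of 50 kb left the long genes at -0.087, not called. None of the 15 lists that passed camera passed with an estimated correlation (0 lists, lowest adjusted p = 0.0563), while fry, which does not compare a list with other genes, passed 19. With protein-coding size factors Hba-a2 was at -0.0075.

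Leaving out 1 library at a time gave 1766 to 2504 changed genes, 531 to 977 higher and 1235 to 1527 lower. Dnmt1 ranged from -0.32 to -0.20 (adjusted p = 0.00798 to 0.0926). The sign turned for Hba-a2 (-0.049 without control replicate 3, -0.029 without Dnmt1 KO replicate 2, -0.015 without Dnmt1 KO replicate 3, highest 0.146 without Dnmt1 KO replicate 1), and for Csf1r (-0.078, highest 0.644 without control replicate 3) and Bcl11b (-0.0060, highest 0.103 without control replicate 1) without control replicate 2. None of these 3 genes was called. The difference in the mitochondrial share was -0.207 without control replicate 1, -0.0175 without Dnmt1 KO replicate 3 and at most 0.278 percentage points without control replicate 2. That in detected genes was -277, -144 and at most 365 without the same libraries. Fewer libraries lower the number of calls by construction, and otherwise the cause was not tested.

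With the replicate number as a replicate block 2528 genes were changed (945 higher, 1583 lower), and Cdkn1a and Neurog2 lost their calls. The deviations of same-numbered libraries correlated at -0.018, 0.064 and -0.031, and not every library correlated best with its own number, so the samples share only a number. Small changes may be missed: of 50 genes with the smallest simulated change limma recovered 0 and DESeq2 3. The simulation used the same dispersion for every gene and changed 200 genes, whereas 2717 were called here. Its recovery rates need not apply to these libraries.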

Other observations

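The lists of brain regions, head mesenchyme and X-linked genes, and the tests on the 3 patterns below, were chosen after the result was seen, and the mitochondrial tRNA test was restated after a first form had been computed. Only the counts over other splits of the samples were set before.

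Several genes that pattern other brain regions were lower in Dnmt1 KO. Of 11 tested thalamic genes 8 were lower and 1, Rora (0.68), was higher, with 9 and 1 adjusted over the list alone. Beyond Tcf7l2 and Ntng1 the lower genes included Gbx2 (40.2 ± 4.00 normalized counts in control, 0.247 ± 0.427 in Dnmt1 KO), Lhx9 (243 ± 5.62 and 68.6 ± 4.13) and Foxp2 (229 ± 35.5 and 67.5 ± 21.6; SD, n = 3 each). Of 4 hypothalamic and preoptic genes 3 were lower, and Otp was at 45.3 ± 5.01 in control and 0 in all 3 Dnmt1 KO libraries, at least 50.6-fold lower against a floor of 3 reads over the group. Of 5 genes of GABAergic diencephalic and midbrain neurons 3 were lower, Six3 (-2.33), Tal1 (-1.82) and Lhx1 (-1.55). Within the telencephalon 5 of 6 genes of the ventral subpallium were lower, with Zic1 at 205 ± 16.6 in Dnmt1 KO and 506 ± 28.1 in control. All 7 tested genes of head mesenchyme and ectoderm were lower, among them Prrx1 (-1.46), Tfap2b (-2.44) and Cdh1 (-3.46). These 5 lists passed camera (adjusted p = 2.37e-07, 0.000136, 0.00509, 1.47e-07 and 8.78e-06 in this order), with adjusted p = 0.0147, 0.033, 0.0625, 0.0147 and 0.0377 with an estimated correlation. The lists were drawn up after the losses were seen, so these p-values are not independent evidence and cannot be set against those of the 32 lists. Of the thalamic genes 4 of 11, of the hypothalamic and preoptic genes 1 of 4, of the genes of GABAergic diencephalic and midbrain neurons 3 of 5 and of the ventral subpallium genes 4 of 6 also stand in another list. Of 6 X-linked genes that escape inactivation, Kdm5c (-0.37) and Kdm6a (-0.45) were lower (camera adjusted p = 0.125). The midbrain and hindbrain list had too few tested members for a set test, and Nr4a2, its tested member, was at 38.6 ± 3.39 in Dnmt1 KO and 107 ± 11.6 in control.

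Whether control libraries held more tdTomato-positive cells from outside the telencephalon stays open. In the 3 lists of such regions 70% of the 20 tested members were lower (14 genes), but the lists were drawn up from the losses, so this count does not support it. Their sum in the lowest control library was 1.83 times that in the highest Dnmt1 KO library, so a loss of expression inside Dnmt1 KO interneurons and a difference between the pools cannot be told apart. Such cells would also dilute interneuron transcripts in control, which stays open as part of the rise of some interneuron regulators. Sorting for tdTomato should remove cells without the reporter, and a difference in dissection was not tested.

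Short noncoding RNAs and histone mRNAs fell together. Length alone is argued against for the histone mRNAs, since 47 other protein-coding genes of 300 to 700 nt had a median log2 fold change of 0.20. Fewer dividing cells in Dnmt1 KO may contribute to the histone loss, as the cell cycle genes had a median of -0.50. For the other short RNAs a lower recovery in the Dnmt1 KO libraries stays open: 15 mitochondrial tRNA genes had a median of -0.92, but 5 of them were called lower. A change inside the cells was not tested, because genotype and library preparation move together here.

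The sex-linked genes may reflect a larger share of male embryos in the Dnmt1 KO pool, since Y-linked genes rose while Xist had a log2 fold change of -0.51. The summed Y-linked value was 447 ± 29.3 normalized counts in Dnmt1 KO and 182 ± 28.3 in control (SD, n = 3 each). Its coefficient of variation was 6.56% and 15.5%, which does not decide whether the 3 libraries of a genotype came from 1 cell pool. Whether the sex difference also changed genes on other chromosomes was not tested.

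The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split, 1 of the 10, called 2717 genes and the highest other split 0. Each other split mixes both genotypes in each group, so the genotype difference adds to its spread and few calls are built in. The real split passed 15 lists and the others between 3 and 9, although they called 0 genes. Each other split still sets unequal numbers of the genotypes against each other, so it keeps a part of the genotype difference. For lists and long genes the rank of the real split therefore does not measure chance. For long genes the real p was 0.0033, and 3 of the 10 splits had a p as small, with the lowest other at 0.001.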
